A study of Brachypodium distachyon with 214 samples. Its data were reported in "Genotype by Environment Interactions in Gene Regulation Underlie the Response to Soil Drying in the Model Grass Brachypodium distachyon" (2025).

How the data were processed

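Leaf messenger RNA was measured in 214 individual plants of the annual grass Brachypodium distachyon, 1 library per plant. The plants belonged to the inbred accessions Bd21, whose genome is the reference of the species, and Bd3-1. Control plants were kept at 85% of field capacity, the water that soil holds after free drainage. Droughted plants were left to dry from day 33 after sowing and were sampled after 6 days, at 55% of field capacity. Groups were taken from the sample labels, which gave 48 control and 49 droughted plants of Bd21 and 58 control and 59 droughted plants of Bd3-1. Each column of the count table was matched to 1 sample by its name, and 0 columns were left unmatched.

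The libraries were made by 3′ digital gene expression, which sequences a tag near the 3′ end of each transcript, so that the count of a gene does not grow with its length. Per the study's methods, the authors trimmed the reads, aligned them with Bowtie2 to the primary transcripts and the plastid genome of Bd21, removed reads that shared a gene and a molecular identifier, and estimated counts with RSEM, which divides a read that matches several transcripts among them. The deposited table held expected counts of this kind, not normalized, in 32523 rows, of which 32439 were nuclear genes and 84 were plastid coding sequences. There were 0 rows that named no gene. Of the estimates above 0, 86.3% were whole numbers, and the remainder came from reads shared between transcripts. Genes with a high percentage of estimates that were not whole are treated as uncertain. Reads of both accessions were aligned to Bd21 sequences, so a sequence difference in Bd3-1 can lower a count in that accession without a difference in expression. The count table and the reference table do not pair the locus names with gene symbols: of 31335 genes in the reference table, 0 matched a locus name of the count table. The study's text gives names of orthologs for some of these loci, which were not checked here. Genes are therefore named by locus, whose first digit after the species prefix is the chromosome, and no coordinates are given.

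The total count per library had a median of 1.92 M (mega) counts and ranged from 0.525 to 8.37 M. Of the 32523 rows, 29759 had an estimate above 0 in at least 1 library. Following the filter in the study's methods, genes with a count above 0 in more than 10 libraries were tested, which left 26164, among them the 84 plastid sequences. The median over these genes of the mean count per library was 7.96, so that fold changes of many tested genes rest on few counts. A count of 0 allows up to 3 counts, and a fold against a group whose libraries all held 3 counts or fewer is given as a lower bound against that floor. The floor covers counting error only.

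Expected counts were rounded to whole numbers and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization factors and a trended dispersion without gene-wise shrinkage of the negative binomial part. The genotype effect (Bd21 over Bd3-1) and the drought effect (drought over control) came from a model with both terms over all 214 libraries. The drought effect within each accession and the genotype effect within each treatment came from models of those libraries alone. The interaction, the drought log2 fold change in Bd21 minus that in Bd3-1, came from a model with both terms and their product. Adjusted p-values are Benjamini-Hochberg values over all tested genes, with a threshold of 0.05, and 0.1 for the interaction, as in the study. Standard errors of log2 fold changes were approximated as the fold change divided by the square root of F. The study used DESeq2, which was run here as an alternative (version 1.42.0). Group means of single genes are TMM-normalized counts with their SD.

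Principal components were computed on log2 of counts divided by relative log expression (RLE) factors plus 1, centred and not scaled. For 7 regulator and target pairs that the study named, the target was regressed on the regulator on the same log2 scale, with genotype (Bd21 0, Bd3-1 1), treatment (control 0, drought 1) and their product acting on intercept and slope. With this coding the genotype term is the slope in control plants of Bd3-1 minus that of Bd21, and the treatment term is the slope under drought minus that under control in Bd21. The 3 slope terms of each pair were tested by 2-sided Freedman-Lane permutation of residuals with 100000 resamples, adjusted over 21 terms. Within each group, Pearson's r and Spearman's rho of each pair were tested by 100000 permutations, adjusted over 28 relations, and r was recomputed without the 2 libraries farthest from the median of the regulator. For 6 lists of genes that the study named as members of co-expression modules (the dehydrin list is named for its dehydrins and also holds other drought genes), the mean absolute r over the gene pairs of a list was computed in each group and compared with 10000 random lists of equal size matched on mean expression in 50 bins. The difference between the highest and the lowest group was tested by 10000 permutations of the group labels of group-centred values, adjusted over 6 lists. Differences in library totals and in component scores were tested by 2-sided permutation with 100000 resamples.

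The main tests, the samples and covariates of each model, most alternatives, and the rule for naming genes were chosen before the data were examined. Another 6 alternatives and several tests of explanations were chosen after results were seen, and the closing part names both. The rule took the 3 genes with the largest positive and the 3 with the largest negative log2 fold change for the genotype effect, the drought effect and the interaction, among genes past the threshold with a mean normalized count of at least 10, of which at most 2 per direction are printed because the loci carry no names. It also took 56 genes that the study's text names. The study chose those genes, lists and pairs on these same plants, so tests on them are not independent evidence.

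Alternatives for the gene-wise tests were RLE factors, DESeq2, the filterByExpr filter of edgeR, no filter, a stricter threshold of 0.01 (0.05 for the interaction), a minimum absolute log2 fold change of 1, the replicate number as a block or as a linear covariate, leaving out the 2 libraries with a total under 0.5 of the median, thinning of counts to the 5th percentile of the library totals, the 48 lowest replicate numbers of each group, and a contrast from 1 model with the 4 groups. In fits with the block or bins, the trended dispersion was taken from the model without it. Thinning cannot raise a total, so libraries already under the 5th percentile stayed lower than the others. Pairs and lists were recomputed with log2 CPM (prior count 2), a pseudocount of 0.5, removal of trends on total count and replicate number, thinning, the 48 lowest numbers, standardized values or ranks. The study's methods name growth batches and several flowcells. The sample labels assign no library to any of them, so batches were approximated after the data were seen. Bins of 5 consecutive replicate numbers, shared by the groups, were added as a term to the gene-wise models. For pairs and lists, the running mean over 5 libraries in the order of the replicate number was removed within each group. Runs along the numbers were measured as the lag-1 correlation within groups, with 100000 permutations of the order. For pairs and lists, each gene was also thinned to the mean of its lowest group.

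The methods were tested on simulated data. With 200 of 26164 genes changed by a log2 fold change of 1, edgeR recovered 100 of 100 drought changes with 4 false calls, and 76 of 100 interactions with 11 false calls, including 58 of 58 with a mean count of at least 10. DESeq2 recovered 81 interactions with 16 false calls. The changed genes had a mean count above 1. All genes were simulated at the trended dispersion, without variation of single genes around it and without a genotype effect, so recovery in the real data may be lower. Over 200 simulated sets each, p fell under 0.05 in 3.00% of slope tests with no difference, 6.50% of correlation tests with no relation and 4.50% of co-expression tests with no difference between groups. The corresponding shares with a true effect were 93.0%, 99.5% and 100%. With batches in runs in 1 group and no other difference, p fell under 0.05 in 92.5% of co-expression tests, and in 27.0% once running means were removed. Within every group, no 2 libraries were identical, and the lowest chi-square per degree of freedom between 2 libraries was 1.98, so each library was counted as 1 replicate. Modules, network inference, allele-specific expression, metabolites and physiology were not analysed here.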

Results

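The 4 groups combined the accessions Bd21 and Bd3-1 with control watering and drought. The total count per library, in M (mega) counts, averaged 2.11 M ± 1.01 (SD, n = 48) in Bd21 control plants, 1.94 M ± 0.451 (n = 49) in droughted Bd21, 1.84 M ± 0.377 (n = 58) in Bd3-1 control plants and 1.94 M ± 0.444 (n = 59) in droughted Bd3-1. A single library of Bd21 control plants reached 8.37 M, and the highest of the others held 3.05 M. Depth did not differ detectably between the groups. The mean log2 total differed by -0.0757 between drought and control in Bd21 (permutation p = 0.353), by 0.0539 in Bd3-1 (p = 0.416), by 0.142 between the accessions in control plants (p = 0.0512) and by 0.0119 in droughted plants (p = 0.872), and the smallest of these 4 p-values adjusted to 0.205. The values did not change when totals were taken over the tested genes only. Plastid sequences took 7.78% ± 0.957 of the counts in Bd21 control plants, 7.34% ± 0.738 in droughted Bd21, 7.19% ± 0.938 in Bd3-1 control plants and 6.92% ± 0.927 in droughted Bd3-1.

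The study asked how genotype, drought and their interaction shape leaf gene expression. In the principal component analysis, PC1 held 15.6% of the variance and PC2 6.40%. Restricting the analysis to genes with a mean normalized count of at least 10 moved these shares the most, to 25.3% and 11.7%. PC1 parted the accessions, with a mean difference of 77.1 between Bd21 and Bd3-1 in control plants and of 74.5 in droughted plants. It also carried a smaller drought shift, of 6.96 in Bd21 and 9.61 in Bd3-1. PC2 parted the treatments, with a drought shift of 40.9 in Bd21 and 48.5 in Bd3-1. Each of these differences had a permutation p of 1e-05, the smallest that 100000 permutations can give. On PC2 the accessions did not differ under control watering (-1.84, p = 0.167) but did under drought (-9.45, p = 0.000140). The library labelled Bd3-1 drought replicate 59 had a PC1 score of 48.1, inside the range of the Bd21 libraries (25.5 to 55.6) and outside that of the other 116 Bd3-1 libraries (-51.4 to -21.6). It was kept in its labelled group, and several values are also given without it. Without it the PC1 drought shift in Bd3-1 was 8.27, the PC1 difference between the accessions in droughted plants was 75.8, and the corresponding PC2 values were 48.6 and -9.59 (permutation p of 5e-05 for the last and 1e-05 for the others).

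**Figure D1:**
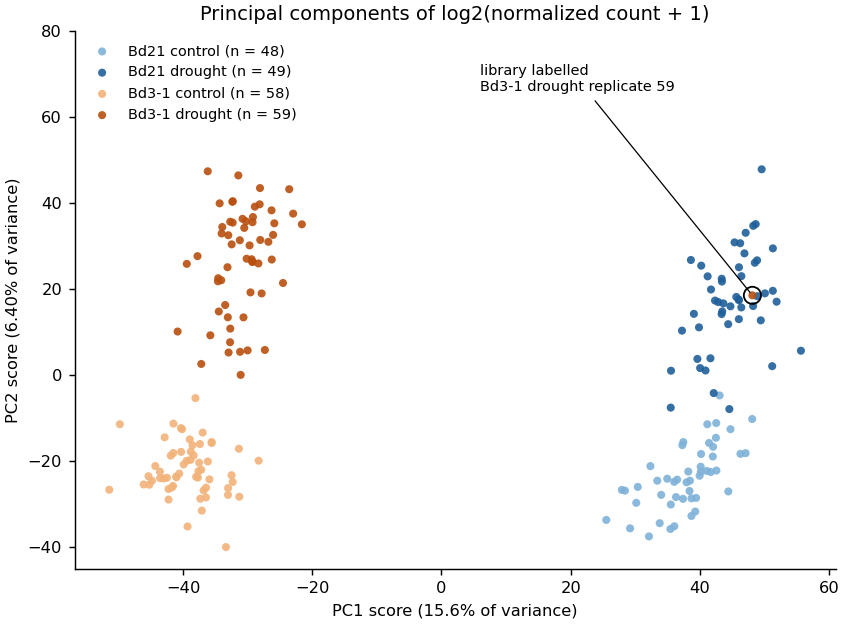
Scores on the first principal components of log2 normalized counts, 1 point per library, coloured by group, with the share of variance on each axis label. Bd21 libraries lie at positive PC1 scores and Bd3-1 libraries at negative ones, apart from the circled library labelled Bd3-1 drought replicate 59 at 48.1.

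The genotype effect, tested over all 214 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, passed the threshold in 11998 of 26164 genes (45.9%). Of these, 6302 were higher in Bd21 and 5696 were higher in Bd3-1. The median absolute log2 fold change of the called genes was 0.41, and 2165 genes changed at least 2-fold. Among the alternatives that kept the threshold and set no minimum fold change, the count moved most with the filterByExpr filter, to 7725 genes. The majority was not stable. With that filter 3684 genes were higher in Bd21 and 4041 in Bd3-1, and after thinning of library totals 5290 and 5319. The genotype effect was also tested within each treatment. In control plants 8778 genes differed (4706 higher in Bd21, 4072 lower), and in droughted plants 9317 (4946 higher, 4371 lower), or 9445 without Bd3-1 drought replicate 59. Of these, 6444 genes were called in both treatments and 6410 of them had the same sign. Across all tested genes, which are not independent replicates, the log2 fold changes of the 2 treatments correlated with r = 0.883.

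The largest genotype differences among genes with a mean normalized count of at least 10 were in genes nearly silent in 1 accession. Bradi4g30740, on chromosome 4, averaged 4.86 ± 2.62 normalized counts in Bd21 control plants (n = 48) and 430 ± 151 in Bd3-1 control plants (n = 58), a log2 fold change of -6.40 ± 0.10 (SE, adjusted p = 7.5e-140), and lay under the Bd3-1 median in 97 of 97 Bd21 libraries. Bradi2g19415 on chromosome 2 had at most 2 counts in any Bd21 library and averaged 24.9 ± 7.40 in Bd3-1 control plants, at least 7.89-fold higher. Bradi4g21717 and Bradi3g45405 were higher in Bd21 (adjusted p = 3.3e-112 and 1.2e-111), each above the Bd3-1 median in 97 of 97 Bd21 libraries. The log2 fold change of Bradi4g21717 was 6.37 ± 0.14, and 7.35 without Bd3-1 drought replicate 59, which held 127 counts of it. In Bradi4g21717, 99.4% of the estimates above 0 were not whole numbers, so its reads were shared with other transcripts and its level is uncertain. Bradi3g45405 averaged 83.5 ± 17.9 normalized counts in Bd21 control plants and had at most 3 counts in any Bd3-1 control library, at least 24.7-fold higher. The highest count in Bd3-1 drought was 77, in replicate 59.

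The drought effect passed the threshold in 9965 genes (38.1%), of which 5106 rose and 4859 fell. The median absolute log2 fold change was 0.32, and 712 genes changed at least 2-fold. With edgeR's filterByExpr filter 7579 genes were called, the largest move among the alternatives that kept the threshold and set no minimum fold change. There were 5708 genes with both a genotype and a drought effect, against 4569.6 if the calls were independent. This expectation took no account of expression level. Genes of higher count pass either test more easily, so the excess does not show that the effects are linked. Within accessions, drought changed 5838 genes in Bd21 (3039 up, 2799 down) and 8063 in Bd3-1 (4374 up, 3689 down). The group sizes differed, and a larger count in 1 accession is not a test of the difference between them, which is the interaction below. Without Bd3-1 drought replicate 59, the Bd3-1 counts were 3971 up and 4110 down.

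Bradi4g40850 on chromosome 4 had at most 3 counts in any control library of either accession and averaged 26.2 ± 28.5 normalized counts in droughted Bd21 (n = 49), at least 7.96-fold higher, and 35.5 ± 35.8 in droughted Bd3-1 (n = 59), at least 10.8-fold higher. It lay above the control median in 47 of 49 and 59 of 59 droughted libraries. Bradi1g51770 on chromosome 1 rose by a log2 fold change of 4.25 ± 0.14 (SE, adjusted p = 3.5e-78), from 2.17 ± 2.41 to 35.3 ± 19.0 in Bd21 and from 0.886 ± 1.23 to 24.7 ± 10.2 in Bd3-1, with 49 of 49 and 59 of 59 droughted libraries above the control median. Bradi2g16120 fell by 2.31 on the log2 scale (SE 0.12, adjusted p = 8.3e-48), from 164 ± 73.7 to 30.0 ± 23.1 in Bd3-1, where 59 of 59 droughted libraries lay under the control median, and from 92.4 ± 48.7 to 21.4 ± 18.6 in Bd21, where 48 of 49 did. Bradi1g61010 fell by 2.22 (SE 0.084, adjusted p = 3.7e-67), with all 49 and 59 droughted libraries under the control median.

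The responses of the accessions were compared in direction. Of 4467 genes called in both accessions, 4448 (99.57%) changed in the same direction, 2361 up and 2087 down. Across the 26164 genes the drought log2 fold changes of the accessions correlated with r = 0.670, and with r = 0.878 across genes with a mean normalized count of at least 10. The correlation is across genes, which are not independent replicates, and the accessions share no plants. Among the 9965 genes of the drought effect, the response was larger in Bd3-1 for 6358 (63.8%), and the median absolute log2 fold change was 0.28 in Bd21 and 0.34 in Bd3-1.

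**Figure D2:**
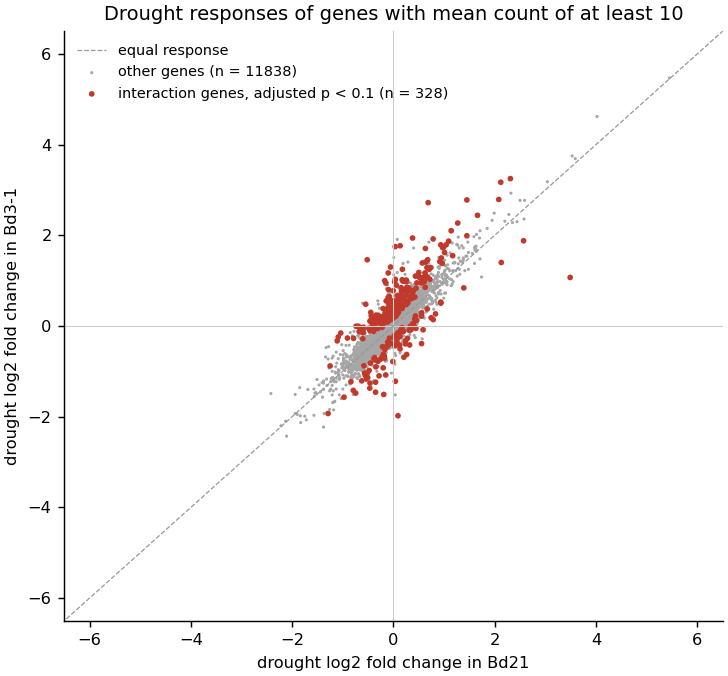
Drought log2 fold changes in Bd21 (x axis) and Bd3-1 (y axis) of genes with a mean normalized count of at least 10, 1 point per gene. The 328 genes with an interaction (red) lie off the dashed line of equal response, and the 11838 other genes (grey) lie along it.

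The interaction asks whether drought changed a gene to a different degree in the accessions. It passed the adjusted threshold of 0.1 in 433 genes, with 144 positive and 289 negative differences of Bd21 minus Bd3-1. At an unadjusted p under 0.05 there were 2725 genes, against 1308.2 by chance. The lowest count among the alternatives that kept the threshold and set no minimum fold change was 278, with the 48 lowest replicate numbers of each group. Sorted by the calls within each accession, 92 of the 433 genes rose in both and 35 fell in both, 138 rose and 64 fell in Bd3-1 only, 27 rose and 54 fell in Bd21 only, 18 were called in opposite directions and 5 were called in neither. The response was larger in Bd3-1 for 313 of the 433. A genotype effect was also called for 279 of them, a drought effect for 303 and both for 213. Without Bd3-1 drought replicate 59, 445 genes passed, of which 419 were among the 433.

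Among called genes with a mean normalized count of at least 10, Bradi3g00920 on chromosome 3 had the largest positive interaction, 2.42 ± 0.38 (SE, adjusted p = 2.8e-06, 1.5e-11 to 2.2e-05 over the alternatives). It averaged 4.49 ± 2.00 normalized counts in Bd21 control plants and 51.1 ± 44.4 in droughted Bd21, against 1.98 ± 1.63 and 4.40 ± 3.09 in Bd3-1. It lay above the control median in 48 of 49 droughted Bd21 libraries and 51 of 59 droughted Bd3-1 libraries. Bradi3g05292 differed by 2.08 ± 0.16 (adjusted p = 1.2e-23). It went from 21.8 ± 10.8 to 23.3 ± 9.77 in Bd21 and from 39.4 ± 14.5 to 9.78 ± 6.08 in Bd3-1, where 58 of 59 droughted libraries lay under the control median. Bradi3g20677 had the largest negative interaction among these genes, -2.02 ± 0.21 (adjusted p = 7.3e-15). It rose from 33.8 ± 17.9 to 53.7 ± 19.4 in Bd21 and from 18.8 ± 16.8 to 124 ± 58.2 in Bd3-1, and 48 of 49 and 58 of 59 droughted libraries lay above the control median. Bradi2g01450 followed with -1.92 ± 0.47 (adjusted p = 0.0113, 0.00712 to 0.951 over the alternatives), and this value depended on 1 library. The highest count of this gene was 2 in Bd3-1 control plants and 44 in droughted Bd3-1, in replicate 59. Without that library the interaction was -0.54 with an adjusted p of 0.795.

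**Figure D3:**
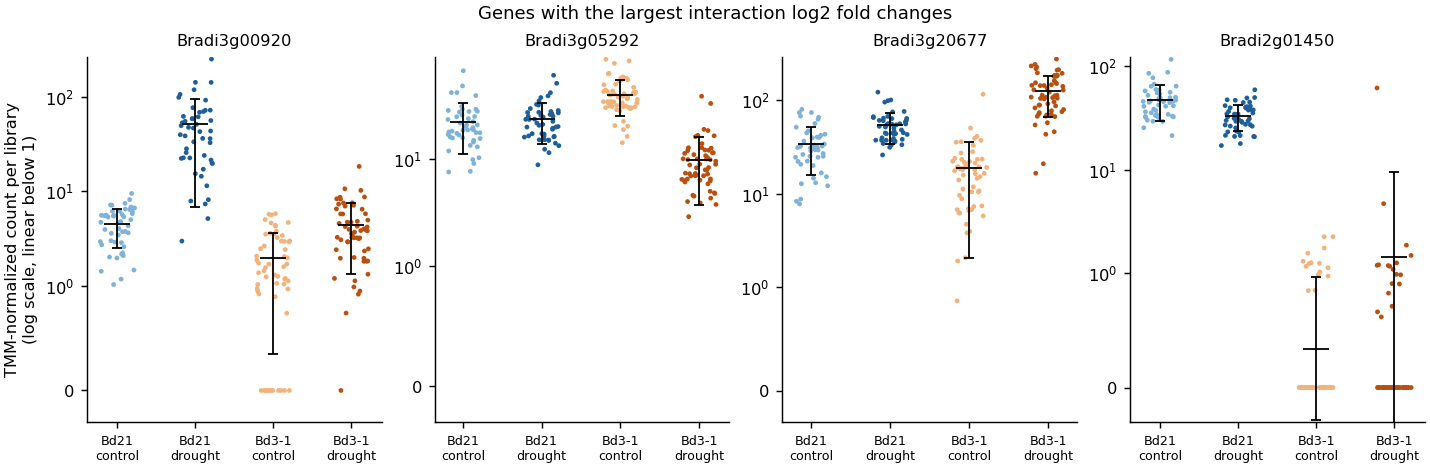
TMM-normalized counts per library (log axis, linear below 1) of 4 genes with large interactions in the 4 groups, with the mean and SD as black bars. Bradi3g00920 rose to a mean of 51.1 in droughted Bd21 and 4.40 in droughted Bd3-1, Bradi3g05292 fell to 9.78 in droughted Bd3-1, Bradi3g20677 rose to 124 in droughted Bd3-1, and in Bradi2g01450 a single library lifts the droughted Bd3-1 group.

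Of the 56 genes that the study's text names, 43 had a genotype effect over all tested genes and 45 when adjusted over the list alone. A drought effect was called for 43 over all genes and 45 adjusted over the list alone, with 35 and 37 in Bd21 and 41 and 45 in Bd3-1. An interaction was called for 6 over all genes and 11 adjusted over the list alone. The study chose these genes on the same plants, so the second counts are not independent evidence. Over all tested genes, drought changed 13 of 13 genes of the abscisic acid and drought list, 4 of 4 genes of the dehydrin list, 7 of 11 of the light and carbon metabolism list, 4 of 5 clock genes, 2 of 7 of the phenylpropanoid and wounding list and 6 of 7 of the NAC and chlorophyll list. The 6 interaction genes were Bradi3g00920, Bradi3g50220 (-0.71, adjusted p = 0.000414), Bradi3g39800 (0.69, 0.0282), Bradi2g23740 (-0.43, 0.0237), Bradi5g19250 (1.28, 0.0269) and Bradi5g18277 (-0.65, 0.0947). Bradi3g50220 and Bradi3g39800 lay above the control median in all 49 and 59 droughted libraries of Bd21 and Bd3-1, and Bradi5g18277 in 39 and 48. Bradi2g23740 lay under it in 41 and 33, and Bradi5g19250 in 27 and 46. In Bradi3g50220, 96.2% of the estimates above 0 were not whole, in Bradi2g23740 50.9% and in Bradi3g00920 21.8%, so reads of all 3 were shared with other transcripts. Bradi1g65130, another of the 56 genes, had a fitted interaction of 2.61 ± 1.9 that did not pass (adjusted p = 0.767, 0.696 to 0.812 over the alternatives). It had at most 3 counts in any library of the groups other than Bd3-1 control plants, so its fitted value depends on the prior count. In Bd3-1 it averaged 6.70 ± 3.53 normalized counts in control plants, at least 2.10-fold above the floor of 3 counts, and 59 of 59 droughted libraries lay under the control median. Bradi2g23740 did not pass after thinning of library totals (-0.33, adjusted p = 0.234, the highest over its alternatives, where the lowest was 0.0171).

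For 7 regulator and target pairs named by the study, the question was whether the regression slope of the target on the regulator depended on genotype, treatment or both. Of 21 slope terms, 6 passed an adjusted p of 0.05, and with values standardized within each group 3 did. The slope rose under drought in Bd21 for Bradi2g15940 to Bradi3g00920 by 1.66 ± 0.296 (SE), for Bradi3g50220 to Bradi4g40850 by 3.04 ± 0.348 and for Bradi1g44480 to Bradi1g37410 by 1.34 ± 0.254, each with a permutation p of 1e-05, the smallest that the permutations can give, and an adjusted p of 7e-05. The targets of the last 2 pairs were close to 0 in control plants, where the mean log2 value was 0.460 and 0.530 for Bradi4g40850 and 0.167 and 0.160 for Bradi1g37410 in Bd21 and Bd3-1. A slope near 0 there is what counts this low allow. With each gene thinned to the mean of its lowest group, none of the 3 treatment terms passed: they were 0.572 (adjusted p = 0.194), 0.464 (0.230) and 0.116 (0.543) in the order given. The rise in slope of all 3 pairs was therefore not separated from the rise in counts. For Bradi2g15940 to Bradi3g00920 the product of genotype and treatment was -1.51 ± 0.401 (p = 0.000280, adjusted 0.00147, 0.000315 to 0.543 over the alternatives). The slope of this pair was 1.78 ± 0.226 in droughted Bd21, and 0.114 ± 0.156, -0.0713 ± 0.205 and 0.0832 ± 0.198 in Bd21 control, Bd3-1 control and droughted Bd3-1 plants.

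For Bradi4g20520 to Bradi3g19730 the slope in control plants was higher in Bd3-1 than in Bd21 by 0.261 ± 0.0713 (p = 0.000410, adjusted 0.00172). It was 0.670 ± 0.0590 in Bd3-1 and 0.408 ± 0.0398 in Bd21. Over the alternatives the adjusted p of this genotype term ran from 8.4e-05 to 0.997, the highest with values standardized within each group. The product term was -0.292 ± 0.0985 (p = 0.00341, adjusted 0.0119), and without Bd3-1 drought replicate 59 it was -0.240 with an adjusted p of 0.0544. Over all its alternatives the adjusted p of the product term ran from 8.4e-05 to 0.930, the highest with values standardized within each group. With genotype and treatment coded -0.5 and 0.5, which averages over the treatments, the genotype term was 0.116 (adjusted p = 0.0528). Under drought the slopes were 0.468 ± 0.0420 in Bd21 and 0.438 ± 0.0492 in Bd3-1. For Bradi3g44990 to Bradi1g15840 the genotype term did not pass (-0.260 ± 0.168, p = 0.123, adjusted 0.287, 0.0105 to 0.631 over the alternatives), except with the coding of -0.5 and 0.5, where it was -0.350. No slope term passed for Bradi5g18277 to Bradi1g53680 or for Bradi2g10880 to Bradi3g45230, whose smallest adjusted p-values were 0.10 and 0.653.

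**Figure D4:**
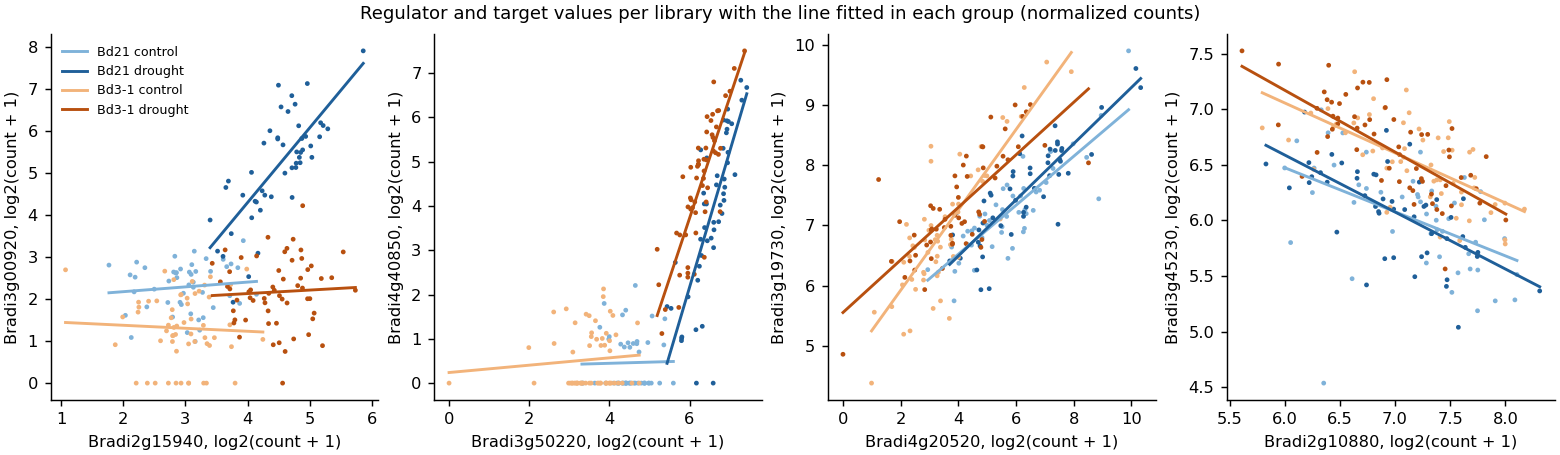
Regulator (x axis) and target (y axis) values, log2 of normalized count plus 1, for 4 of the 7 pairs, 1 point per library, with the line fitted in each group. The slope of Bradi3g00920 on Bradi2g15940 is 1.78 in droughted Bd21 and near 0 in the other groups, while Bradi3g45230 falls with Bradi2g10880 in all 4 groups.

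Correlations of the pairs were computed within each of the 4 groups, 28 relations in all, of which 21 had an adjusted p under 0.05. Bradi5g18277 and Bradi1g53680 correlated with r between 0.853 (Bd21 control, rho = 0.840) and 0.927 (droughted Bd3-1, rho = 0.898), and Bradi2g10880 and Bradi3g45230 with r between -0.477 (Bd21 control, rho = -0.580) and -0.711 (droughted Bd3-1, rho = -0.715). Bradi4g20520 and Bradi3g19730 correlated in every group, from 0.762 (rho = 0.759) in droughted Bd3-1 to 0.852 (rho = 0.826) in droughted Bd21. Bradi2g15940 and Bradi3g00920 correlated in droughted Bd21 (r = 0.753, rho = 0.718, p = 1e-05 for each, adjusted 1.6e-05 and 1.7e-05; r = 0.717 without the 2 farthest libraries). In droughted Bd3-1 they did not (r = 0.0554, p = 0.676, adjusted 0.757; rho = 0.0688, p = 0.604). Bradi3g44990 and Bradi1g15840 correlated in Bd21 control plants (r = 0.657, p = 1e-05; rho = 0.50, p = 0.000310) and droughted Bd21 (r = 0.647, p = 1e-05; rho = 0.533, p = 9e-05). In Bd3-1 control plants r was 0.444 (p = 0.00128, adjusted 0.00179; rho = 0.204, p = 0.124) and fell to 0.207 without the 2 farthest libraries. In droughted Bd3-1 r was 0.283 (p = 0.0299, adjusted 0.0398; rho = 0.231, p = 0.0780), 0.0752 without the 2 farthest libraries and 0.194 without replicate 59, so both relations rest on few libraries.

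Co-expression of the 6 lists was summarised as the mean absolute r between the genes of a list. For the abscisic acid and drought list of 13 genes it was 0.627 in droughted Bd21 and 0.368 in droughted Bd3-1, above all 10000 random lists, and 0.125 and 0.121 in control plants of Bd21 and Bd3-1, where the medians of random lists were 0.135 and 0.122. The difference between the highest and the lowest group was 0.505 (permutation p = 0.0001, the smallest that 10000 permutations can give, adjusted 0.000300). The dehydrin list of 4 genes gave 0.614 in droughted Bd21, 0.544 in droughted Bd3-1, 0.172 in Bd21 control plants and 0.186 in Bd3-1 control plants (difference 0.441, p = 0.000300, adjusted 0.000600). The NAC and chlorophyll list of 7 genes was more strongly co-expressed in Bd3-1 (0.552 control, 0.611 drought) than in Bd21 (0.218 and 0.266), with a difference of 0.393 (p = 0.0001, adjusted 0.000300). The phenylpropanoid and wounding list of 7 genes gave 0.653 and 0.660 in Bd21 and 0.425 and 0.407 in Bd3-1 (difference 0.253, p = 0.0317, adjusted 0.0475). The light and carbon metabolism list of 11 genes (difference 0.0627, p = 0.832) and the clock list of 5 genes (0.103, p = 0.498) did not differ detectably between groups. Apart from the control plants of the abscisic acid list (percentiles 20.3 and 47.2) and of the dehydrin list (85.9 and 95.5), every list in every group lay at or above percentile 99.2 of the random lists. The lists were drawn by the study from modules of these same libraries.

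**Figure D5:**
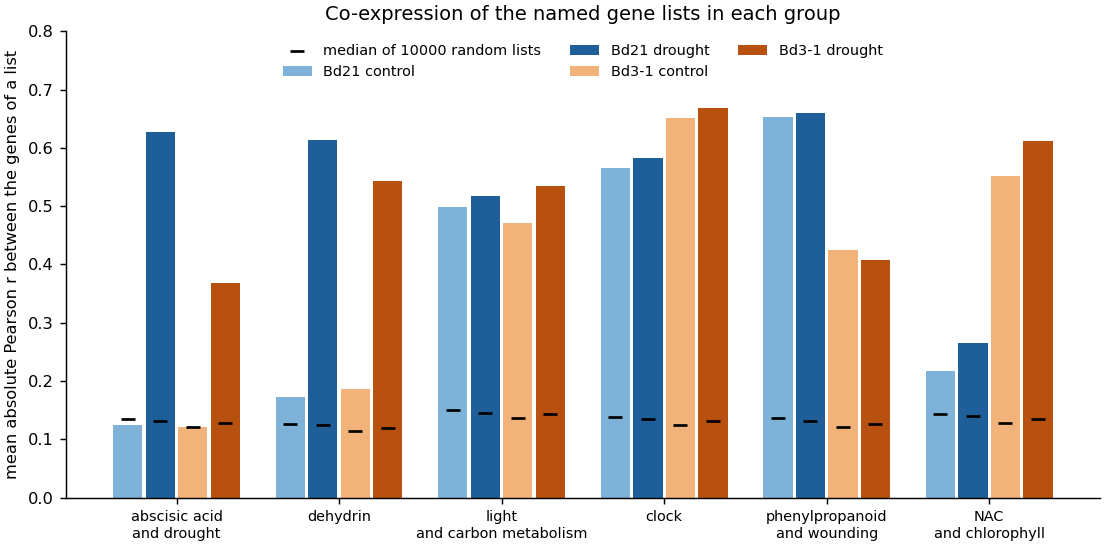
Mean absolute Pearson r between the genes of each list in the 4 groups (bars, from 0), with the median of 10000 random lists of the same size and expression as a black line. The abscisic acid and drought list reaches 0.627 in droughted Bd21 and lies near the random lists in control plants, whereas the clock list stays between 0.566 and 0.669.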

Values the study reported

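The study reported transcripts from 29,740 genes and tested 26,388 after filtering. It reported 15.5% of the variance on PC1 and 6.4% on PC2. For the genotype effect it reported 4,725 genes higher and 4,087 lower in Bd21. For drought it reported 3,111 genes up and 2,832 down, and 3,066 genes with both effects. Within accessions it reported 4,024 genes up and 3,983 down in Bd21, and 3,997 up and 4,010 down in Bd3-1. For the interaction it reported 538 genes, of which 107 rose and 66 fell in both accessions, 135 rose and 99 fell in Bd3-1 alone, 39 rose and 60 fell in Bd21 alone, and 21 changed in opposite directions.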

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

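The tests on the library labelled Bd3-1 drought replicate 59, those on depth and on a linear trend along the replicate number for the co-expression lists, and all those on runs of consecutive replicate numbers were chosen after the results were seen. All results in this part are differences between the accessions or the groups that passed a test of the difference itself.

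The drought response of 9 genes, named above for their interaction or by the study's text, differed between Bd21 and Bd3-1 by the interaction test of edgeR. The difference in log2 fold change, Bd21 minus Bd3-1, was 2.42 for Bradi3g00920 (adjusted p = 2.8e-06), 2.08 for Bradi3g05292 (1.2e-23), 1.28 for Bradi5g19250 (0.0269) and 0.69 for Bradi3g39800 (0.0282). It was -2.02 for Bradi3g20677 (7.3e-15), -1.92 for Bradi2g01450 (0.0113), -0.71 for Bradi3g50220 (0.000414), -0.65 for Bradi5g18277 (0.0947) and -0.43 for Bradi2g23740 (0.0237). Bradi3g39800 rose in both accessions, by 2.57 in Bd21 and 1.88 in Bd3-1, whereas Bradi5g19250 changed by 0.04 in Bd21 (adjusted p = 0.953) and fell by 1.22 in Bd3-1. For the interaction as a whole, 1 of 25 splits of the libraries, the real one, gave as many as 433 genes, and the most in a random split was 9. These splits shuffled the accession labels within each treatment, which broke the genotype effect as well. They cannot show how many interactions would be called with a genotype effect and no interaction, so they do not calibrate the 433.

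For regulator and target pairs, 3 slope terms differed between the accessions as well. The slope of Bradi3g00920 on Bradi2g15940 had a product term of genotype and treatment of -1.51 (adjusted p = 0.00147). The slope of Bradi3g19730 on Bradi4g20520 differed by 0.261 between the accessions in control plants (0.00172) and had a product term of -0.292 (0.0119).

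Several technical explanations were tested over these 12 genes and slope terms together. After thinning of library totals, 10 of the 12 stayed past the threshold. This argues against a difference in depth as the cause of most of them, although libraries already under the thinned total stayed lower. With a linear trend on replicate number removed, 12 of the 12 stayed, which argues against a linear drift along the numbering and not against batches in steps. With bins of 5 consecutive replicate numbers as a term 8 of the 9 genes stayed, and with the running mean over 5 consecutive numbers removed within each group 3 of the 3 slope terms did. The sum of 11 of the 12 argues against batches in runs of numbers that the groups share as the cause of most of them. The gene that did not stay was Bradi5g18277 (-0.63, adjusted p = 0.103), which was already near the threshold. For genes, batches whose numbers differ between the groups stay open. On the third component (PC3), libraries 47 and 48 scored -24.4 and -28.5 in Bd21 control and -31.9 and -38.9 in droughted Bd21 plants. The same numbers scored 2.11 and 1.13 in Bd3-1 control and 17.2 and 3.21 in droughted Bd3-1 plants. Runs therefore did not always share numbers, and a bin cannot fully remove a batch that spans different numbers in each group. The median percentage of estimates that were not whole was 0.467 among the 9 genes and 0 in random gene sets, at percentile 57.3. A median this near 0 cannot register sharing in a minority of genes, so reads shared between paralogs stay open for the set. They also stay open for single genes: 96.2% of the estimates of Bradi3g50220, 50.9% of those of Bradi2g23740 and 21.8% of those of Bradi3g00920 were not whole.

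Of the 12 genes and slope terms, 2 depended on the library labelled Bd3-1 drought replicate 59. Without it, the adjusted p of the Bradi2g01450 interaction was 0.795 (log2 difference -0.54), and that of the Bradi4g20520 to Bradi3g19730 product term was 0.0544 (-0.240). The Bradi2g01450 difference therefore rested on this library, and a mislabelled plant or library is a candidate explanation. The other Bd3-1 libraries held so few counts of the gene that no fold can be given. The product term lost little of its size, and its loss of the threshold also reflects how near to the threshold it was. The other 10 genes and slope terms all stayed past the threshold without the library (10 of 10). Bradi4g21717, named above for its genotype effect and not among the 12, also had a called interaction (-1.56, adjusted p = 0.0237, 0.0165 to 0.986 over the alternatives). Its highest count was 4 in Bd3-1 control plants and 127 in droughted Bd3-1, in replicate 59.

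Low counts in 1 group may flatten a slope, by a route that was not tested. Bradi3g00920 averaged 4.40 normalized counts in droughted Bd3-1 against 51.1 in droughted Bd21. When each gene was thinned to the mean of its lowest group, the product term of Bradi2g15940 to Bradi3g00920 was -0.438 (adjusted p = 0.543). The steeper slope in droughted Bd21 may therefore follow from the higher count of the target there. Thinning also removes information, so a true difference in regulation stays open. The genotype term of Bradi4g20520 to Bradi3g19730 was 0.289 after this thinning (adjusted p = 0.00420), which argues against low counts as its cause. The product term of this pair was then -0.295 (adjusted p = 0.0502), of the same size as before and at the edge of the threshold. With values standardized within each group the genotype term was 0.000583 (adjusted p = 0.997), so in control plants the accessions differed in the amount of change in the target per change in the regulator, with no detectable difference in the tightness of the relation. The product term was then -0.0900 (adjusted p = 0.930). A difference in regulation between the accessions is a hypothesis that remains for the genotype term, as does a sequence difference of Bd3-1 against the Bd21 reference in either gene, which was not tested.

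Co-expression differed between groups for 4 of the 6 lists. The difference in mean absolute r between the highest and the lowest group was 0.505 for the abscisic acid and drought list (adjusted p = 0.000300), 0.441 for the dehydrin list (0.000600), 0.393 for the NAC and chlorophyll list (0.000300) and 0.253 for the phenylpropanoid and wounding list (0.0475). All 4 had an unadjusted permutation p under 0.05 after thinning of library totals (4 of 4 lists), which argues against a difference in depth between groups. All 4 passed this unadjusted threshold without the library labelled Bd3-1 drought replicate 59 (4), which argues against a mislabelled sample. All 4 also passed it with trends on total count and replicate number removed (4), which argues against a linear drift along the replicate number. Adjusted values were not computed for these fits. The phenylpropanoid and wounding list was already near the adjusted threshold in the main fit (0.0475), so the 3 tests say least about it.

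Batches in runs of consecutive numbers were tested list by list, with the running mean over 5 consecutive numbers removed within each group. The abscisic acid and drought list kept a difference of 0.562 (permutation p = 0.0001), the dehydrin list one of 0.361 (p = 0.000600) and the NAC and chlorophyll list one of 0.355 (p = 0.000200), which argues against such batches as the whole cause. The phenylpropanoid and wounding list had a difference of 0.203 (p = 0.0826), so batches in runs could explain part of its difference. In simulated lists with strong batches in 1 group, the removal lowered the share with p under 0.05 from 92.5% to 27.0% and did not reach the share without batches. Shorter or stronger batches within 1 group therefore stay open for every list.

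Low counts in 1 group were tested list by list, again by thinning each gene to the mean of its lowest group. The abscisic acid and drought list kept a difference of 0.205 (permutation p = 0.0001, the smallest that 10000 permutations can give) and the NAC and chlorophyll list one of 0.264 (p = 0.00540), which argues against low counts as the whole cause. The dehydrin list had a difference of 0.160 (p = 0.368) and the phenylpropanoid and wounding list one of 0.191 (p = 0.0540), so for both a change in expression level alone could explain the difference in co-expression, and the loss of counts in this test leaves a true difference open. The study drew the lists from modules of these same groups, so a list is likely to be more tightly correlated in the group whose module it came from, by the choice itself. Reads shared between copies were not tested for the lists.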

How the results depend on the processing

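Leaving out the library labelled Bd3-1 drought replicate 59, permuting residuals within groups, coding genotype and treatment as -0.5 and 0.5, bins of 5 consecutive replicate numbers as a term, removing the running mean over 5 consecutive numbers, and thinning each gene to the mean of its lowest group for slopes and lists were alternatives chosen after seeing the data. The others were planned. Of 187 alternative values of 22 main results, 160 stayed within the bounds set for them, 24 moved and 3 no longer passed. Of 466 alternative values of 53 single genes, slope terms and correlations, 435 kept their direction and their side of the threshold, 25 kept the direction but no longer passed, 3 newly passed and 3 reversed.

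A minimum absolute log2 fold change of 1 left 2165 genes for the genotype effect, 2385 in control plants, 2264 in droughted plants, 712 for drought, 756 in Bd21, 990 in Bd3-1 and 90 for the interaction, by construction. Among the called genes with that minimum, 61.1% of the genotype effect and 61.0% of the drought effect were higher. The filterByExpr filter of edgeR tested 13546 genes for the genotype effect and called 7725, and called 5302 of 12413 in control plants and 5841 of 12628 in droughted plants. The lower counts follow from fewer genes tested. Which direction held more genes depended on the alternative for the genotype effect and for drought in each accession. With filterByExpr the genotype effect had 3684 genes higher in Bd21 and 4041 lower, genotype in control plants 2557 and 2745, and drought in Bd3-1 2915 up and 3139 down. DESeq2 gave 3965 up and 3991 down in Bd3-1, and thinning gave 2403 and 2442 in Bd21. In Bd3-1, leaving out Bd3-1 drought replicate 59 alone also moved the majority, from genes that rose to genes that fell. The majority of rising genes in Bd3-1 therefore depended on that library. The cause of the other moves was not tested. The 48 lowest replicate numbers of each group gave 278 interaction genes, 267 of them among the 433, with fewer libraries. DESeq2 called 11204 genes for genotype, 9710 for drought and 521 for the interaction.

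The variance on PC1 was 7.60% with genes scaled to unit variance, 25.3% for genes with a mean normalized count of at least 10, 17.3% with log2 CPM and 13.6% after thinning, and that on PC2 was 5.95%, 11.7%, 7.68% and 5.96%. The cause was not tested. The correlation between the drought responses of the accessions was 0.878 among genes with a mean normalized count of at least 10, 0.651 after thinning and 0.656 with the 48 lowest numbers of each group. The last 2 rest on fewer counts or libraries, and the cause of the first was not tested.

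Of the slope terms, 3 passed with regulator and target standardized within each group, where 6 passed otherwise. The cause was not tested. With each gene thinned to the mean of its lowest group 1 passed, the genotype term of Bradi4g20520 to Bradi3g19730. The difference in co-expression was then 0.160 for the dehydrin list (p = 0.368) and 0.191 for the phenylpropanoid and wounding list (p = 0.0540). This thinning lowers the counts by construction. With running means removed the difference of the phenylpropanoid and wounding list was 0.203 (p = 0.0826), and the cause was not tested. With genotype and treatment coded -0.5 and 0.5, which averages each term over the other factor, 7 passed, among them the genotype terms of Bradi2g15940 to Bradi3g00920 (-0.938, adjusted p = 7e-05) and Bradi3g44990 to Bradi1g15840 (-0.350, 0.0105). The genotype term of Bradi4g20520 to Bradi3g19730 was then 0.116 (0.0528). The reversed values were correlations near 0 in Bd21 control plants: r was -0.00471 for Bradi2g15940 with Bradi3g00920 after thinning and -9.4e-05 for Bradi3g50220 with Bradi4g40850 with trends removed, and r was 0.103 for Bradi1g44480 with Bradi1g37410 with running means removed. None differed from 0 (p = 0.974, 0.999 and 0.528). The cause was not tested.

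Of 11 losses of the threshold among named genes, 6 were of Bradi5g18277, whose interaction was between -0.60 and -0.68 with adjusted p from 0.103 to 0.150 in those fits. Another 4 were of Bradi2g01450, with the replicate block (-0.52, adjusted p = 0.788), DESeq2 (-0.92, 0.251), the 48 lowest numbers (-0.35, 0.951) and without Bd3-1 drought replicate 59 (-0.54, 0.795). The last was of Bradi2g23740 after thinning (-0.33, 0.234).

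The groups share replicate numbers, but the numbers did not pair the plants: of 300 pairs of libraries with the same number in different groups, 40 had deviations from the group means correlated with r above 0.1. The median r of same-numbered libraries was still above 0 in all 6 comparisons of groups, from 0.0229 to 0.0497, where other numbers gave medians from -0.00353 to -0.00163. The numbers therefore carried a small shared part. With the replicate number as a block, 11601 genes were called for genotype, 10062 for drought and 514 for the interaction, of which 399 were among the 433. With bins of 5 consecutive numbers the counts were 11900, 10219 and 527, with 427 of the 433 kept.

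Depth limits the single genes. The median mean count was 7.96. In the simulated data 76 of 100 interactions of 1 log2 unit were recovered. Among genes with a mean count of at least 10 it was 58 of 58. An interaction not called in a gene of few counts may therefore be missed. The simulated genes did not vary around the dispersion trend, so interactions in real genes of higher counts may be missed too. For Bradi1g51770, with a mean normalized count of 15.6, the SE of the interaction was 0.34. Thinning of library totals left a PC1 share of 13.6%.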

Other observations

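The tests on the library labelled Bd3-1 drought replicate 59 and of chance for the shift on PC2, and those on runs along the replicate number, were chosen after the results were seen.

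The library labelled Bd3-1 drought replicate 59 had a PC1 score of 48.1 and a PC2 score of 18.6. Across 26 genes expressed in Bd21 and nearly silent in the other Bd3-1 libraries, its level was 102% of the Bd21 mean, where the Bd21 libraries ranged from 85.7% to 120% and the other 116 Bd3-1 libraries from 0% to 4.32%. Across 6 genes expressed in Bd3-1 and nearly silent in Bd21, its level was 1.33% of the mean of the other Bd3-1 libraries, where the highest Bd21 library reached 5.61%. The low level of the Bd3-1 genes argues against a mixture of both accessions, and a total of 1.44 M counts, inside the range of the others, argues against low depth. A candidate explanation is that the plant or library was of the Bd21 accession. The labels were kept as given, and without this library 445 genes had an interaction, 14 of the 433 were lost and 26 were gained.

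Each comparison was set against 24 random splits of the same libraries and the real one. In 1 of 25 splits, the real one, at least as many genes were called for the genotype effect, where the most in a random split was 9. The same count, 1 of 25, held for drought (most 7), drought in Bd21 (most 1), drought in Bd3-1 (most 10), genotype in control plants (most 5) and genotype in droughted plants (most 2). Chance regroupings therefore gave far smaller counts than the labels did.

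The genotype effect was not balanced at large folds. The share of called genes that were higher in Bd21 was 50.6% among 9833 genes under 2-fold, 58.8% among 1513 from 2-fold to 4-fold, 65.3% among 603 from 4-fold to 32-fold and 79.6% among 49 of at least 32-fold. Fitted folds of nearly silent genes depend on the prior count. Reads of Bd3-1 were aligned to Bd21 transcripts, and reads from genes that differ in sequence or are missing in Bd3-1 would be lost only there. The share of 79.6% lies in the direction that such a loss of reads would give, and the loss may account for part of the excess. The study allowed mismatches in the alignment and reported similar mapping rates for reads of both accessions. A rate over all reads does not exclude losses in single genes. Genes truly silent in Bd3-1 give the same counts and were not separated from such losses.

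Interaction genes lay next to each other in the locus order more often than random sets of tested genes did. Among 430 interaction genes with a chromosome locus name there were 14 adjacent pairs, against a mean of 7.29 in 10000 random sets (permutation p = 0.0162), and 13 of the 14 pairs had the same sign. Chance placement is thus argued against. Among the 28 genes in these pairs, 35.0% of the estimates were not whole on average, against 14.2% over all interaction genes, at percentile 100.0 of random interaction genes. Reads shared between neighbouring copies may therefore carry a response from 1 member of a pair to the other, and neighbours that respond together remain an open, untested alternative.

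Within groups, 621 of 26164 genes followed the replicate number, 376 of them higher at higher numbers. After thinning of library totals 444 genes did, which argues against depth that changes along the numbering as the cause. If harvest ran along the numbers through the day, clock genes should follow them. The median F of the clock list lay at percentile 25.7 of random lists (0.403, where random lists had a median of 0.864), inside their spread. With 5 genes and a harvest that took a small part of the day, this does not decide, and time of day stays open. Position in the growth chamber, sequencing pool and harvest order in other respects could contribute and were not tested beyond these 444 genes.

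Expression also rose and fell in runs along the replicate number. On PC3, which held 2.64% of the variance, neighbouring numbers of a group had similar scores, with a lag-1 correlation of 0.494 in Bd21 control plants, 0.618 in droughted Bd21, 0.680 in Bd3-1 control plants and 0.586 in droughted Bd3-1. The mean of 0.594 had a permutation p of 1e-05, the smallest that 100000 permutations can give, which argues against chance. PC4 had a mean of 0.328, whereas PC1 and PC2 had -0.0351 and -0.0935. Once the part of PC3 that followed the log2 total count within each group was removed, the mean fell from 0.594 to 0.546, which argues against depth. The clock list's median lag-1 correlation of -0.0634 lay at percentile 0.680 of random lists, so these genes did not follow the runs. With 5 co-expressed genes and a harvest that took a small part of the day, this does not decide the cause of the runs. Time of day stays open. Batches of growth, harvest or library preparation that followed the numbers could give such runs. The study's methods name growth batches and flowcells, but the sample labels do not assign the libraries to them. The kind of batch was therefore not tested beyond this mean of 0.546.

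The drought shift on PC2 was larger in Bd3-1 than in Bd21 by 7.61 (permutation p = 0.00385), which argues against chance. After thinning of library totals the difference was 6.99, which argues against depth, and without Bd3-1 drought replicate 59 it was 7.74. A stronger transcriptional response of Bd3-1 at the same soil water is a hypothesis for this difference. A drier state of the Bd3-1 plants within the same nominal water content is another, which was not tested here. From traits followed through the dry-down, the study judged that both accessions came under about equal drying stress. That speaks against a drier state of Bd3-1, although those traits came from a separate set of plants.

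The numbers of genes called here differ from those quoted from the study. For drought 5106 genes rose and 4859 fell, and 5708 genes had both effects. These are higher than the values quoted from the study above. DESeq2, which the study used, called 9710 drought genes here, 4974 up and 4736 down, also higher. Tests within 1 accession or treatment gave counts nearer to the quoted drought and genotype effects. Drought in Bd21 had 3039 genes up and 2799 down, fewer than the counts quoted for Bd21 itself, and genotype in control plants 4706 higher and 4072 lower in Bd21. Whether the quoted effects were of this kind was not tested. Of the interaction genes 35 fell in both accessions and 64 fell in Bd3-1 alone. Both counts are lower than those quoted from the study above. For the other quoted measures the values here were within 1.5 times.

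For Bradi4g20520 to Bradi3g19730 the slope in control plants was 0.670 in Bd3-1 and 0.408 in Bd21. Under drought it was 0.438 in Bd3-1 and 0.468 in Bd21. The difference in control plants passed (adjusted p = 0.00172, 8.4e-05 to 0.997 over the alternatives). Averaged over the treatments the slope was higher in Bd3-1 by 0.116, which did not pass (adjusted p = 0.0528). The text of the study describes a higher slope in Bd21 for this pair, the direction seen here under drought only. The cause was not tested.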
